A study of Mus musculus with 2 samples. Its data were reported in "RUNX represses Pmp22 to drive neurofibromagenesis" (2019).

How the data were processed

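Open chromatin was profiled by ATAC-seq, in which the Tn5 transposase cuts accessible DNA and inserts sequencing adapters, in EGFP-positive cells sorted by flow cytometry from mice of 2 genotypes. The first genotype was Nf1fl/fl;DhhCre, a single knockout of the Ras GTPase-activating gene Nf1 in the Schwann cell lineage, with cells taken from dorsal root ganglia (DRG) per the labels. The second was Runx1fl/fl;Runx3fl/fl;Nf1fl/fl;DhhCre, a triple knockout that also lacks the transcription factor genes Runx1 and Runx3, with cells labelled as neurofibroma tumor. The study's methods and results give DRG/tumor as the source for both genotypes, and other passages call the cells tumor cells. Whether the tissue differed with genotype is therefore unclear. There was 1 library per genotype. Genotype and tissue change together in the labels, and no replicate spread could be estimated. The extraction text in the labels describes sonicated nuclei and an antibody step, which is a ChIP protocol and not an ATAC-seq protocol.

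The submitters' processing notes name FastQC version 0.11.5, Trim Galore version 0.4.4, Bowtie2 version 2.2.6 and HOMER version 4.9, with mm10 as the genome build. In the study's methods, reads were trimmed, aligned to mm10 and passed to HOMER for prediction of differential peaks between the libraries, with a false discovery rate filter on the differential peaks. Whether read ends were shifted for the Tn5 cut, and how duplicate and mitochondrial reads were handled, is not given in the sources used here. The sequencing depth behind each peak is unknown, because the deposited list holds no read counts.

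The authors deposited 1 list of peaks with a chromosome, a start, an end, a name, a score and a strand. The score that the authors deposited was 1 for every peak, so it ranked nothing and no test used it. The comparison of scores between kinds of peaks that had been planned, and every alternative that would have kept the peaks with the higher score, could not be run. Which library had the higher signal at a peak is not marked in the list. Every test below therefore describes where the listed peaks lie in the genome. None of them is a test of the genotype, and peaks, windows and genes are not replicates.

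Coordinates are given for mm10 and counted from 1. The reference sequence was GRCm38.p6, the assembly that mm10 is named for, with the GENCODE M21 annotation, and all listed peaks lay within its chromosomes. A start site was the first base of a protein-coding transcript of a protein-coding gene on chromosomes 1 to 19 or X, which gave 54050 positions for 21670 genes. The distance of a peak was taken from its centre to the nearest start site. Shares of peaks within 1, 20 and 100 kb were compared with 1000 sets of random positions on the same chromosomes, outside unsequenced bases, by a permutation test (two-sided). Counts per chromosome were compared with the share of assembled length by exact binomial tests with Benjamini-Hochberg adjustment over the 20 chromosomes.

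For 24 fixed consensus sequences, the share of peaks with a match on either strand in 200 bp around the peak centre was compared with 10 random windows per peak of the same chromosome, the same class of GC content (classes of 5 percentage points) and the same class of distance to a start site. Windows within 1 kb of a peak were left out. Of the listed peaks, 68 had too few such windows and were left out of this comparison. Fisher's exact test (two-sided) was used, with Benjamini-Hochberg adjustment over the 24 sequences. A gene was assigned to a peak when a peak centre lay within 20 kb of any of its start sites, the distance used by the study, and 25 gene lists were compared with all other protein-coding genes by Fisher's exact test (two-sided) with adjustment over the lists. Intervals of shares are Wilson 95% intervals, and intervals of odds ratios are on the log scale. They cover counting error only. Peaks that share a position or overlap were counted as listed.

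The gene lists, the consensus sequences, the tests and the rule for named genes were fixed before the data were examined. The rule named the 14 proposed direct targets of the study, Nf1, Runx1, Runx2, Runx3 and Cbfb. It also named up to 3 members of each list with the most peaks within 20 kb and the 10 protein-coding genes with the most peaks within 20 kb. Alternatives were other definitions of a start site, merged peaks, other window widths, other backgrounds, other distances for assigning genes, and 10000 random gene lists matched on gene length and promoter CpG count. Further alternatives were chosen after seeing the data. These were each position counted once, peaks within 1 kb of a start site alone, and windows also matched on CpG or on repeat bases.

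The location, gene list, chromosome and consensus tests and the shuffles were run on simulated data. The matched random lists, the windows also matched on CpG or repeats, the z test between distance classes and the comparison of 6-base words were not. In a simulated list of 2000 peaks with a planted share of 40% within 1 kb of a start site, the recovered share was 40%, and a gene list with 24 of its members planted near peaks was recovered with all 24. No random gene list, chromosome or consensus sequence was called where nothing had been planted. No preference for CpG-rich promoters and no repeated positions were simulated, so false calls from these features of the real list were not tested. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.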

Results

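To determine where chromatin accessibility differed between Nf1-deficient Schwann lineage cells with and without Runx1 and Runx3, the study compared ATAC-seq of sorted EGFP-positive cells from Nf1fl/fl;DhhCre and Runx1fl/fl;Runx3fl/fl;Nf1fl/fl;DhhCre mice. The labels give DRG as the source for the first genotype and tumor for the second. In contrast, the study's methods and results give DRG/tumor for both genotypes, and other passages call the cells tumor cells. Whether the tissue differed with genotype is therefore unclear. There was 1 library per genotype, so no difference at a single peak has a replicate check. The data are a list of 6979 differential peaks, each 74 bp wide, at 6908 distinct positions. Peaks lay on all 19 autosomes and on chromosome X. The list gives no read count and no direction, so a peak below is a site of differential accessibility that may be higher in either library.

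Differential accessibility was concentrated at promoters. Of the 6979 peaks, 3933 (56.4%, 95% interval 55.2 to 57.5%) had their centre within 1 kb of the start site of a protein-coding gene, compared with a mean of 2.70% over 1000 sets of random positions. Within 20 kb the share was 76.7% (75.7 to 77.7%) against 30.8%, and within 100 kb it was 93.3% (92.7 to 93.8%) against 62.5%. Each share was higher than in all 1000 random sets (permutation test, two-sided, p = 0.002, the smallest value these sets can give). The median distance was 503 bp, and 1663 peaks lay within 0.1 kb of a start site. Introns of protein-coding genes held a further 20.2% of the peaks and intergenic sequence 16.6%, compared with 36.3% and 50.2% of random positions. Coding exons outside promoters held 1.03% of the peaks. The ratio to random placement within 1 kb was 20.9, and it was 9.55 when start sites of non-coding genes were added, because random positions then also lay near a start site more often. The random sets represent the genome and not the accessible part of it, since regions that were open without differing between the libraries are not in the list.

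**Figure D1:**
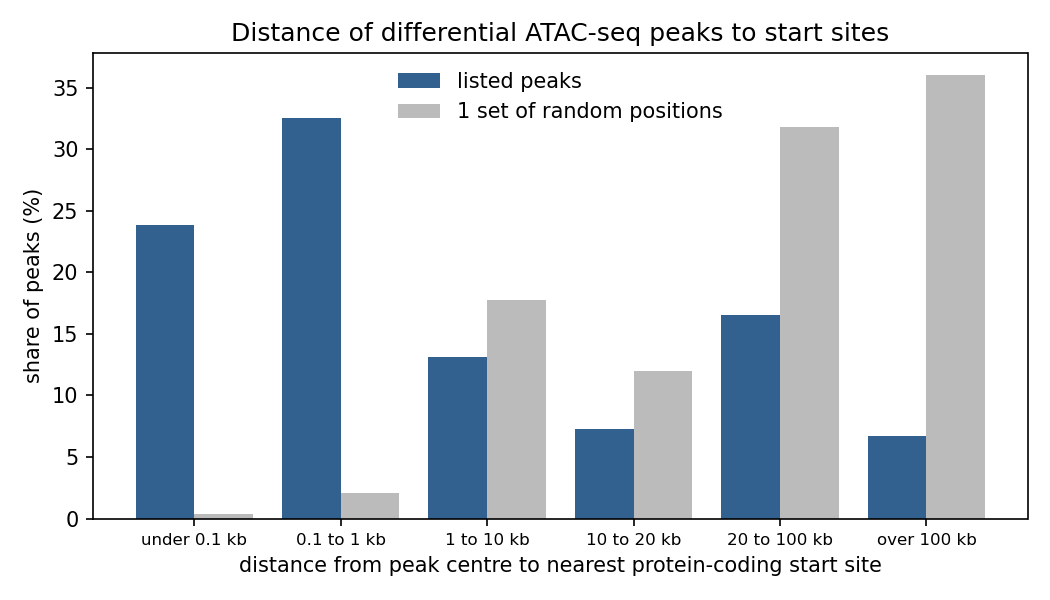
Share of the 6979 listed peaks (blue bars, y axis in percent) and of 1 set of random positions (grey bars) by distance from the peak centre to the nearest protein-coding start site (x axis, classes in kb). Peaks within 1 kb made up 56.4% of the list, and peaks over 100 kb from any start site made up 6.72%.

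Pmp22, which encodes a myelin protein of peripheral nerve and is the target on which the study centred, had 1 listed peak. It lay on chromosome 11 from 63131413 to 63131486, in a GC-rich window (67.5% GC in 200 bp). Pmp22 has 4 annotated protein-coding transcripts that start at 63128982, 63131512, 63132569 and 63133068. The peak centre was 62 bp upstream of the start at 63131512, which the study called the P2 promoter. The start at 63128982, called P1, was 2468 bp away from the same peak and had none of its own. No peak lay in the 20 kb upstream of P1, and the next listed peak was 73.2 kb upstream, in intergenic sequence at 63055749 to 63055822. The upstream region where the study reported RUNX binding falls within the stretch without peaks, so no listed peak marks it. The RUNX consensus TGTGGTY, where Y is C or T, was absent from the 200 bp around the P2 peak and present around the peak 73.2 kb upstream. These matches cover listed peaks only and leave out RUNX sites elsewhere near the gene.

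**Figure D2:**
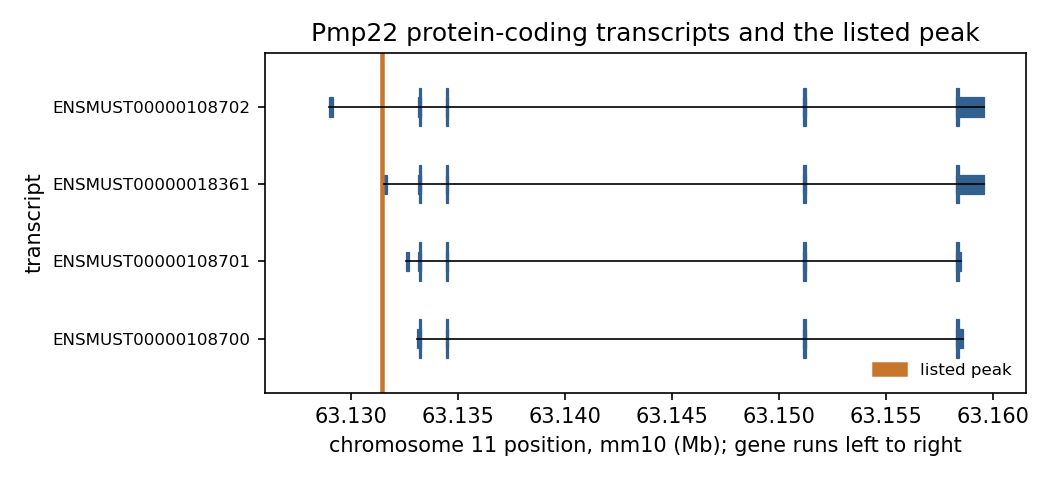
Map of Pmp22 on chromosome 11 (x axis, mm10 position in Mb) with its 4 protein-coding transcripts as rows, coding exons as tall boxes, untranslated exons as low boxes and the listed peak as an orange bar. The peak at 63131413 to 63131486 lies at the start of the transcript drawn second from the top, and no other listed peak falls in the region shown.

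All 14 genes that the study called highly plausible direct RUNX targets had a peak within 20 kb, compared with 27.4% of other protein-coding genes. This count is not independent evidence, because the study used these peaks to choose the genes. The same holds for those of them that are members of other lists below. Mbp and Pmp22 are myelin genes, and Sdc4, Col8a1 and Fbln2 are extracellular matrix genes. Il4ra and Bcl3 are in the NF-kappaB list, Deptor in the PI3K list and Ern1 in the endoplasmic reticulum list. Ccnd1 is in the cell cycle list, Syt6 among neuron markers and Pstpip1 among macrophage markers. Their positions relative to the promoters differed. For 9 of the 14, the nearest peak lay within 1 kb of a start site. These were Pmp22, Deptor, Rnf157, Stk17b, Ccnd1, Ern1, Sdc4, Il4ra and Col8a1. Ccnd1, which encodes the G1 cyclin D1, had 1 peak on chromosome 7 from 144939763 to 144939836, 69 bp from a start site and with the RUNX consensus. Ern1, the endoplasmic reticulum stress sensor IRE1, had the most peaks of the 14 (5 within 20 kb). Of these, the nearest lay on chromosome 11 at 106487446 to 106487519, 313 bp from a start site, and an intronic peak at 106480662 to 106480735 held the RUNX consensus. Sdc4, a cell surface proteoglycan, had 3 peaks, the nearest 40 bp from its start site.

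Both myelin genes among the targets differed in this respect. In contrast to Pmp22, Mbp, which encodes myelin basic protein, had its only peak within 20 kb in intergenic sequence on chromosome 18 at 82462316 to 82462389, 12.8 kb upstream of a start site. Fbln2, encoding a matrix protein, had its nearest peak 10.3 kb upstream (chromosome 6, 91202075 to 91202148), and this peak held the RUNX consensus. Pstpip1 had an intronic peak 11.3 kb downstream of a start site, and Syt6 an intronic peak 17.6 kb downstream. Both of these held the RUNX consensus. The nearest peak to Bcl3, a regulator of NF-kappaB, was 1.61 kb upstream. The consensus was absent from the nearest peaks of Mbp, Pmp22, Deptor, Rnf157, Bcl3, Stk17b, Ern1, Sdc4, Il4ra and Col8a1. The study also chose its targets by a RUNX1 ChIP-seq peak within 20 kb, so RUNX sites near them are not independent evidence.

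Of the genes deleted by design, Runx1 and Runx3 had listed peaks and Nf1 had none within 20 kb. Runx1 had 2 peaks within 1 kb of the start site at 92697328 on chromosome 16, at distances of 424 and 907 bp. Runx3 had a peak 59 bp from the start site at 135152496 on chromosome 4 and an intronic peak with the RUNX consensus 5.57 kb from it. The nearest peak to Nf1 was 33.1 kb upstream. Runx2, the third member of the family, had no peak within 100 kb, and neither had Cbfb, which encodes the shared partner of RUNX proteins that raises their affinity for DNA. Tle3, a corepressor that RUNX proteins recruit, had 2 peaks, the nearest 77 bp from a start site.

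Within 20 kb of a peak there were 5953 of 21670 protein-coding genes (27.5%). Genes of the AP-1 and immediate early class, which respond within minutes to growth factors and stress, had a peak more often than other genes. Of 18 members, 13 had one (72.2%, 95% interval 49.1 to 87.5%, adjusted p = 0.00125, Fisher's exact test). Fos had 5 peaks within 20 kb, the nearest on chromosome 12 at 85473689 to 85473762, 164 bp upstream of a start site. Nr4a1 and Klf4 had 4 each and Atf3 had 3. Against 10000 random lists matched on gene length and promoter CpG count, the mean share was 41.0%, and the permutation adjusted p of this list was 0.142 (0.0114 before adjustment).

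TGF-beta and BMP signalling genes also had peaks more often than other genes, with 15 of 29 (51.7%, 34.4 to 68.6%, Fisher's exact test, adjusted p = 0.0367). Smad3, which transmits the TGF-beta signal to the nucleus, had 5 peaks, the nearest 27 bp from a start site. Smad5 and the receptor gene Tgfbr2 had 2 each. The odds ratio was 2.83, with similar values at 1 kb (2.75, exact test, adjusted p = 0.0708), 5 kb (3.07, adjusted p = 0.0268) and 100 kb (2.76, adjusted p = 0.0637), so that the call was lost at 1 and 100 kb without a change in size. It was also lost against matched lists, and here the excess was smaller, with a mean share of 41.4% in matched lists compared with 27.4% of other genes (permutation, adjusted p = 0.893). Ribosomal protein genes, included as a control list of highly expressed housekeeping genes, had a peak in 18 of 30 cases (60.0%, 42.3 to 75.4%, Fisher's exact test, adjusted p = 0.0021). Rpl14 and Rpl11 had 4 peaks each. Matched lists had a mean share of 40.4%, and the permutation adjusted p of this control list against them was 0.279. Apart from the study's targets, whose count was set by how they were chosen, none of the 25 lists passed the test against matched lists.

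Other signalling lists, most of them close to pathways for which the study described enrichment, did not pass the threshold at 20 kb. The study tested KEGG pathways, whose gene sets are not the short fixed lists used here, so its enrichment was not retested. Receptor tyrosine kinase genes had a peak in 12 of 24 cases (Fisher's exact test, adjusted p = 0.0842), and Met, the receptor for hepatocyte growth factor, had 4 peaks. PI3K, Akt and mTOR signalling genes had one in 11 of 24 (exact test, adjusted p = 0.199; at 5 kb, 0.0167), with 3 peaks each at Akt1 and Tsc1. Of endoplasmic reticulum protein processing and unfolded protein response genes, 11 of 26 had a peak (exact test, adjusted p = 0.331), among them Ern1, Vcp and Atf4. Wnt signalling genes had one in 10 of 26 (exact test, adjusted p = 0.518). Ras and MAPK genes had one in 11 of 32 (exact test, adjusted p = 0.634), with 3 peaks at Raf1 and 2 at Map2k1. When each peak was assigned only to the gene with the nearest start site, at any distance, 16 of 25 lists passed instead of 4. These 5 lists were among the 16, and lymphoid and mast cell markers passed by having fewer genes with a peak. This assignment also counted peaks beyond 20 kb, and it was not compared with matched lists. Apoptosis and p53 genes had a peak in 11 of 22 (exact test, adjusted p = 0.101; at 5 kb, 0.0188; nearest start site only, 0.00335) and cell cycle genes in 9 of 24 (adjusted p = 0.518; 0.0230). Hippo pathway genes had one in 8 of 23 (exact test, adjusted p = 0.634).

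Lists of Schwann lineage genes did not pass the threshold. Among myelin genes, 6 of 23 had a peak (26.1%, 12.5 to 46.5%, Fisher's exact test, adjusted p = 1). These included Cadm4 and Pllp with 3 peaks each and Ndrg1 with 1 peak 6 bp from a start site. Mbp and Pmp22 were also among them, and both had been chosen by the study with these peaks. Among Schwann cell transcription factors and Pmp22 regulators, 8 of 20 had one (exact test, adjusted p = 0.489; nearest start site only, 0.00417), with 2 peaks at Pou3f1. Among immature and repair Schwann cell genes, 11 of 27 had one (exact test, adjusted p = 0.331), with 3 peaks at the neurotrophic factor gene Gdnf. Extracellular matrix genes had one in 10 of 30 (exact test, adjusted p = 0.641; nearest start site only, 0.000952), including Col1a1 at 23 bp from its start site. The list of deleted genes and RUNX partners had one in 4 of 11 (exact test, adjusted p = 0.634).

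No list of markers of other cell types that a sort could carry over passed the threshold at 20 kb. The lists were small and their intervals wide, such as 18.1 to 56.7% for macrophage markers. These counts therefore cannot show whether such cells were carried over. Macrophage markers had one in 7 of 20 (exact test, adjusted p = 0.634), neuron markers in 6 of 24 (adjusted p = 1) and lymphoid and mast cell markers in 6 of 24 (adjusted p = 1). With the nearest start site only, the last of these lists had fewer genes with a peak than other genes (odds ratio 0.152, exact test, adjusted p = 0.0432). Endothelial and mural markers had one in 4 of 22, as did fibroblast and perineurial markers (exact test, adjusted p = 0.634 for each). None of 15 satellite glia and melanocyte markers had a peak within 20 kb (0%, upper bound of the interval 20.4%, exact test, adjusted p = 0.0815). This list is not specific to other cell types, since its members Sox10 and Fabp7 are also in the Schwann lineage lists above. Axon guidance genes had one in 7 of 27 (odds ratio 0.924, exact test, adjusted p = 1), and the odds ratio turned to 3.79 (adjusted p = 0.00291) with the nearest start site only. Genes of NF-kappaB and cytokine signalling had one in 11 of 30 (exact test, adjusted p = 0.544; nearest start site only, 0.0432). The genes with the most peaks of all were Arhgef10l and Grin2d with 7 each, followed by Arhgap23, Asic1, Borcs6, Cend1, Fgf18, Kdelr1, Kmt5a and Nkapd1 with 6 each.

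**Figure D3:**
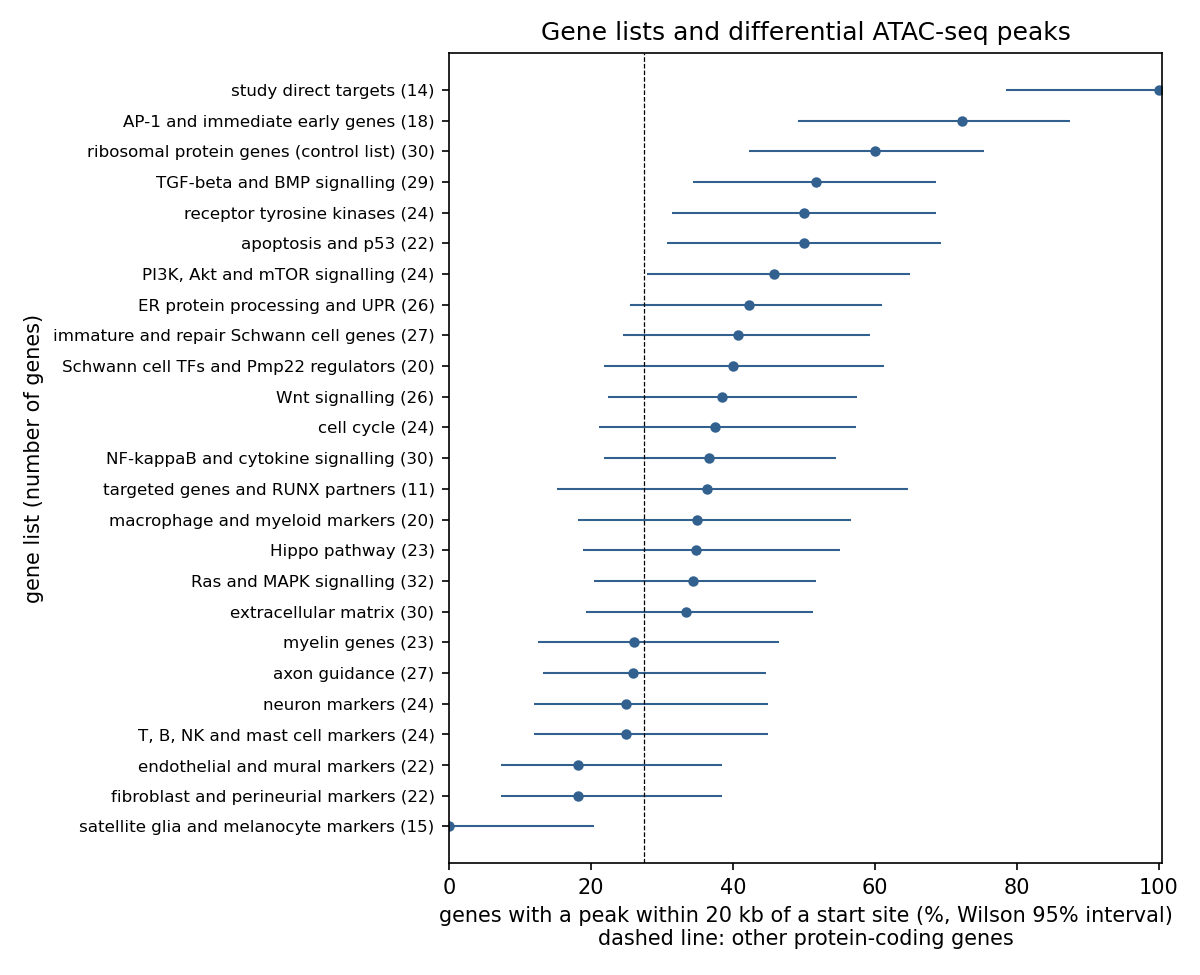
Share of the genes of each list with a peak within 20 kb of a start site (x axis, percent; bars, Wilson 95% interval), with the number of genes in parentheses and the other protein-coding genes as a dashed line. The study's targets (100%, chosen with these peaks) and the AP-1 and immediate early genes (72.2%) are highest, and satellite glia and melanocyte markers (0%) lowest.

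Because the genotypes differed in Runx1 and Runx3, peaks were searched for the RUNX consensus. It was found in 693 of 6911 peaks and in 5.35% of matched windows, an odds ratio of 1.97 (95% interval 1.81 to 2.15, Fisher's exact test, adjusted p = 1.66e-47). The excess lay in distal peaks. Among peaks over 1 kb from a start site, 18.2% held the consensus compared with 7.45% of their windows (odds ratio 2.76, 2.49 to 3.06). Among peaks within 1 kb, 3.82% held it compared with 3.75% (odds ratio 1.02, exact test, adjusted p = 0.944). The test of these promoter peaks and that of the difference between the classes were chosen after seeing the data. The odds ratios differed (z test on log odds ratios, n = 6911 peaks, adjusted p = 1.19e-21). Against windows 2 kb to either side of each peak, the odds ratio over all peaks was 1.19. For the shorter RUNX core TGTGGT, it was 1.58 against matched windows and 0.977 against those to either side (exact test, adjusted p = 0.665).

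RUNX was not the most enriched of the 24 consensus sequences. The site of AP-1, the dimer of Fos and Jun proteins, was found in 12.0% of peaks and 2.40% of windows (odds ratio 5.53, 5.07 to 6.04, exact test, adjusted p = 2.94e-258). In distal peaks it was found in 716 of 2988, against 3.21% of windows (odds ratio 9.51). Over all peaks, the AP-1 odds ratio was 3.40 in 500 bp windows and 3.44 against windows 2 kb to either side. Without open regions that did not differ, an effect of genotype on AP-1 sites cannot be told apart from open chromatin in general. The core site of the insulator protein CTCF was found in 80 peaks (1.16%) against 0.227% of windows (odds ratio 5.14, 3.92 to 6.74, exact test, adjusted p = 2.49e-25), again more enriched in distal peaks (odds ratio 10.2) than in promoter peaks (1.35, difference adjusted p = 3.97e-08). With the 74 bp peak alone, the CTCF odds ratio was 2.69. Sites of NRF1 and ETS factors, which are typical of promoters, had odds ratios of 2.75 (exact test, adjusted p = 9.84e-08) and 2.01 (adjusted p = 0.000623). When windows were also matched on CpG, these fell to 1.73 (exact test, adjusted p = 0.00355) and 1.23 (adjusted p = 0.363), and with the 74 bp peak alone to 1.14 (adjusted p = 0.722) and 1.47 (adjusted p = 0.323). They rose to 92.6 and 10.9 against windows 2 kb to either side, and to 13.9 and 8.81 against dinucleotide shuffles. The windows to either side held these sites in only 0.00716% and 0.0502% of cases, so the size of these odds ratios rests on very few windows. MEF2 (2.36), FOX (1.67) and TEAD (1.36) sites were also more frequent in peaks, and for these 3 the odds ratio was under 1 (0.861, 0.808 and 0.992) against windows 2 kb to either side. The CAGCTG E-box was more frequent in peaks (odds ratio 1.26), whereas the ZEB site CAGGTG was less frequent (10.2% against 17.8%, odds ratio 0.528, 0.487 to 0.572, exact test, adjusted p = 2.68e-62). For the SOX site ACAAWGS, which the Schwann cell factor SOX10 can bind, peaks and windows did not differ (8.99% and 9.15%, exact test, adjusted p = 0.722), nor did they for the EGR site (odds ratio 1.10, adjusted p = 0.659). Other backgrounds or widths gave calls for both. Against windows 2 kb to either side the odds ratios were 0.743 for SOX (exact test, adjusted p = 2.27e-09) and 17.6 for EGR (adjusted p = 7.84e-13), and in 500 bp windows that of EGR was 1.33 (adjusted p = 0.0168). The EGR site was in only 0.0287% of the windows to either side.

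**Figure D4:**
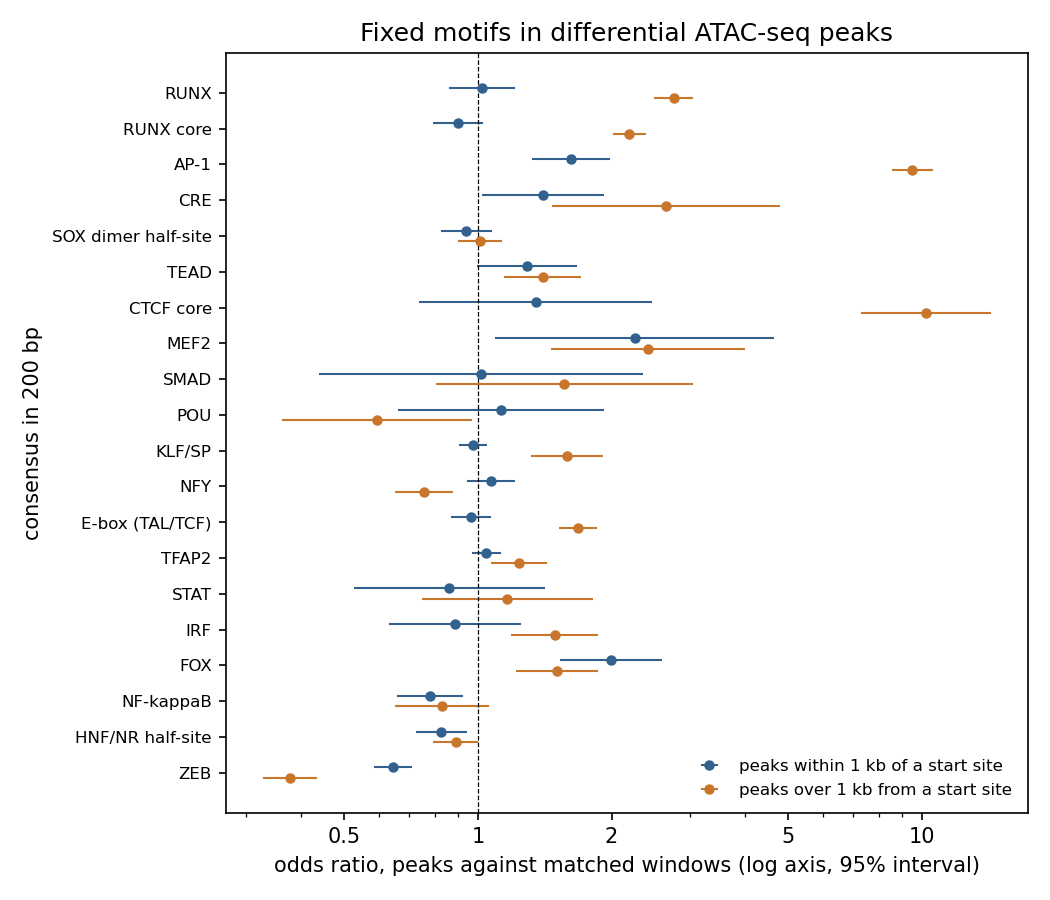
Odds ratio of each consensus sequence (x axis, log scale) in peaks against matched windows, for peaks within 1 kb of a start site (blue) and over 1 kb from one (orange), with 95% intervals. Sequences found in fewer than 10 distal peaks are not drawn. The odds ratios of RUNX (2.76) and AP-1 (9.51) in distal peaks lie above those in promoter peaks (1.02 and 1.62).

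Peaks were unevenly spread over the chromosomes. Chromosome 11, which carries Nf1 and Pmp22, had 616 peaks, 1.90 times the number expected from its length (95% interval 1.76 to 2.05, exact binomial test, adjusted p = 4.37e-49), and 1.26 times the number expected from its start sites. Chromosome 4, which carries Runx3, had 1.34 times the number expected from length and 1.40 times that expected from start sites. Chromosome 16, which carries Runx1, passed the threshold by neither (0.961 by length, 1.12 by start sites). Chromosomes 5 (1.25, 1.15) and 8 (1.19, 1.32), which carry none of the deleted genes, were also called above both expectations. Chromosome X had 86 peaks, 0.193 times the number expected from length (0.156 to 0.238, exact binomial test, adjusted p = 2.22e-99) and 0.335 times that expected from start sites. Of the 20 chromosomes, 16 differed from the expectation by length and 10 from that by start sites. Chromosomes 1 (0.866 by length, 1.13 by start sites), 12 (0.784, 1.19), 17 (1.29, 0.884) and 19 (1.27, 0.853) were called in opposite directions by these expectations. Chromosome 7 had about the number expected from length (ratio 1.06, exact binomial test, adjusted p = 0.254) and fewer than expected from start sites (ratio 0.617, adjusted p = 1.77e-27).

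**Figure D5:**
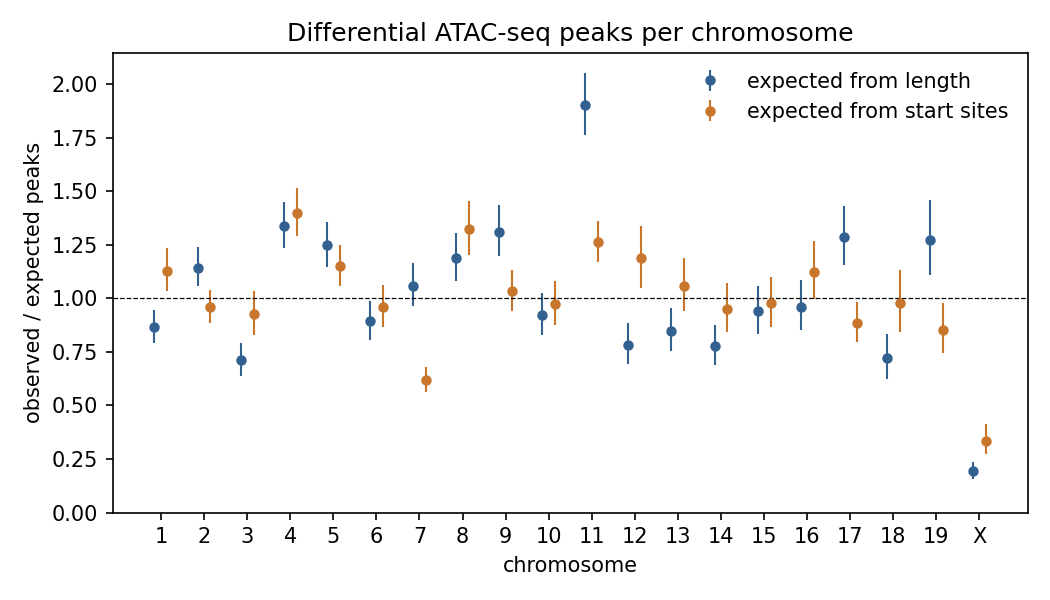
Observed divided by expected number of peaks (y axis) for each chromosome (x axis), with the expectation from assembled length (blue) or from the number of protein-coding start sites (orange) and 95% intervals. Chromosome X is lowest by both (0.193 and 0.335), and chromosome 11 is highest by length (1.90).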

Values the study reported

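The study reported 6979 differential ATAC-seq peaks in total, and 14 genes that were shared by its ChIP-seq, ATAC-seq and RNA-seq comparisons. For assigning ChIP-seq and ATAC-seq peaks to genes, it used a distance of 20 kb around start sites. In a separate ChIP-seq experiment it placed 11% of RUNX1 peaks close to a start site (1 kb) and 79.5% of RUNX1-bound regions within 100 kb of one. Among genes near the differential ATAC-seq peaks, it reported a log P of −18.4 for protein processing in the endoplasmic reticulum, −12.0 for TGF-beta signaling and −11.7 for Ras signaling. It also listed EGFR inhibitor resistance and MAPK, mTOR, PI3K-Akt and Wnt signaling as enriched. At Pmp22, it described the P2 region as more open in the single knockout than in the triple knockout, a direction that the deposited list does not hold. It also reported a RUNX1 ChIP-seq peak upstream of Pmp22, and deleting putative RUNX sites identified by ChIP-seq raised Pmp22 expression in cultured cells.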

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

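The alternatives with each position counted once, promoter peaks alone, and windows also matched on CpG or repeats were chosen after seeing the data. Settings that keep the peaks with a higher score were not run, because the score is 1 throughout. Promoter concentration at 1, 20 and 100 kb kept its direction and its side of the threshold under all 5 alternatives tried. The number of chromosomes past the threshold went from 16 to 10 with the expectation from start sites. With that expectation, the ratio turned for chromosomes 1 (1.13), 2 (0.958), 7 (0.617), 12 (1.19), 13 (1.06), 17 (0.884) and 19 (0.853). The RUNX odds ratio of 1.97 stayed over 1 with a p under the threshold in every other alternative (1.19 to 2.76), but was 1.02 in peaks within 1 kb of a start site. For the shorter core TGTGGT it was 1.58 against matched windows. The number of consensus sequences past the threshold went from 16 to 10 with the peak as listed and to 7 in peaks within 1 kb. Against windows 2 kb to either side, the odds ratios turned for the RUNX core (0.977), TEAD (0.992), MEF2 (0.861), IRF (0.700), FOX (0.808), NF-kappaB (1.70) and NFY (1.17). In peaks within 1 kb they turned for the RUNX core (0.902), the CAGCTG E-box (0.964) and IRF (0.886), with the peak as listed for KLF/SP (0.863), and with the nearest start site only for axon guidance genes (3.79). The windows to either side are not matched on GC content or distance to a start site, and the cause of these changes was not tested. Values with no call in either setting were counted as unchanged. The number of gene lists past the threshold went from 4 to 16 with the nearest start site only, which set no distance limit. It was 6 at 5 kb and 1 against matched random lists, that of the study's targets. The count of that list was set by how its genes were chosen. Among single chromosomes, lists and sequences, 313 values kept their call, 33 became weaker and 26 stronger. No paired analysis was possible because there is 1 library per genotype. Depth could not be assessed, since the list holds no counts.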

Other observations

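Of the tests below, those on repeat bases, on peaks without the AP-1 consensus and on CpG classes of chromosome X genes were set out before their results were seen. The others were set out after.

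All 6-base words were compared between the 2988 matched peaks over 1 kb from a start site and their windows. Of 1414 words present in at least 5% of windows, CAGGTA had the lowest odds ratio (3.18% of peaks against 9.96% of windows, odds ratio 0.297), followed by CAGGTG (7.40% against 17.6%, 0.373). Both can be bound by ZEB and SNAI repressors. Among the words that followed were AT-rich ones such as CATATA (0.382), CCTATA (0.384) and ATATAC (0.410), and words that share AGGTG or AGGTA, such as AGGTGT (0.447), AGGTAG (0.498) and AAGGTA (0.519). At the other end, the highest odds ratios were those of GACTCA (3.85) and GAGTCA (3.64), which are parts of the AP-1 consensus. The RUNX core TGTGGT ranked 6 from the highest (2.23). Overlapping words are not independent. Zeb2 itself, a Schwann cell transcription factor of the fixed lists, had a peak 1516 bp from a start site, a gene named here after its value was seen.

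The order of the list has no stated meaning, but peak type changed along it. In the first of 5 equal parts, 77.4% of peaks lay within 1 kb of a start site, and in the last 39.7%. The AP-1 site went from 7.31% to 14.6% and the RUNX consensus from 6.73% to 11.3%, with 12.6% in the part before the last. Both sites were more frequent in distal than in promoter peaks. Their changes along the list were not separated from that of the promoter share.

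The list repeats 71 positions and holds 167 further pairs of neighbours that overlap.

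The share of peaks within 1 kb of a start site here was 56.4%. That is higher than the value quoted from the study above for RUNX1 ChIP-seq peaks, which is another assay.

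The RUNX consensus was more frequent in peaks than in windows. Over all peaks, base composition alone is argued against by an odds ratio of 2.05 (1.88 to 2.23) against windows also matched on CpG, and repeat content by 1.92 (1.76 to 2.09) against windows also matched on repeat bases (2.72 in distal peaks). The match on CpG was not made for distal peaks alone. Exact matches to the AP-1 consensus in the same peaks do not account for it either, since in distal peaks without one the odds ratio was 2.92 (2.60 to 3.29). Variant AP-1 sites were not removed, so sharing with those is not excluded. What stays open is whether open chromatin in these cells holds RUNX sites regardless of genotype. The CTCF core, a site the genotypes give no reason to differ in, had an odds ratio of 5.14 in the same peaks, and without open regions that did not differ the genotype and open chromatin in general cannot be told apart.

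Chromosome X held few peaks. Fewer genes on X are argued against as the whole reason by the ratio of 0.335 (0.272 to 0.413) to the expectation from start sites. Fewer CpG-rich promoters are argued against in the same way, since 46 of 948 X genes had a peak within 1 kb, 0.428 times (0.322 to 0.565) the number at the autosomal share of each CpG class. Animals of different sex remain a candidate explanation only if most listed peaks are higher in the library with fewer accessible X copies. With peaks in both directions, a sex difference could instead add peaks on X, and the list marks no direction. A single accessible X copy giving fewer reads to pass the authors' threshold is another candidate. The number of accessible X copies in either library is unknown, so none of this was tested. The number of peaks on chromosome Y was 0, but the list could have been filtered, and the sex of the animals is not in the labels.

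The deficit of CAGGTG was tested against 3 technical explanations. In distal peaks the odds ratio was 0.377 (0.327 to 0.434) against windows also matched on repeat bases, which argues against repeat content. Against dinucleotide shuffles of all peaks it was 0.642 (0.589 to 0.700), which argues against base composition. Splice sites near start sites would need the deficit to end in distal peaks, where it was 0.377 (0.328 to 0.434). Both words that share its core and AT-rich words had deficits as well, which leaves open whether ZEB and SNAI factors have to do with it.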
